A study of Mus musculus with 12 samples. Its data were reported in "m6A and YTHDF proteins contribute to the localization of select neuronal mRNAs" (2022).

How the data were processed

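RNA was measured in 12 libraries from primary hippocampal neurons of newborn C57BL/6 mice kept in culture for 14 days. There were 3 input libraries and 3 libraries of RNA recovered with antibodies against each of YTHDF1, YTHDF2 and YTHDF3. Each RIP library was compared with the input group, and the RIP groups were compared with each other.

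The authors made stranded total-RNA libraries with unique molecular identifiers (UMIs), aligned the reads to the mouse genome build GRCm38 with STAR and removed duplicates by UMI. They deposited raw counts per gene from featureCounts 2.0.1, with Ensembl release 97 annotation and strand setting 2. Per the file headers, a read overlapping several genes was counted for each of them, and every reported alignment of a read with several alignments was counted. Counts of repeated RNAs, pseudogenes and gene families are therefore inflated and not independent. Duplicates were removed, but through this counting a molecule can give several counts. Standard errors of log2 fold changes include the spread between replicates, and confidence intervals of shares cover counting error over genes only. The authors also deposited a table per protein from DESeq2 with independent hypothesis weighting. The authors' tables hold a signal, which is the mean of counts divided by size factors, log2 fold changes of RIP over input, and the DESeq2 Wald statistic as a score. The authors' p-values are those of this statistic, raw and adjusted with the weighting. The tables list 16716 genes in 16773 lines, and the lowest mean count listed was 10.0. The size factors behind the authors' log2 values were recovered from the listed means and counts to within rounding error. They gave back the authors' log2 fold changes for all genes except 1 in the YTHDF3 table. They were not the median-ratio factors of DESeq2, and their origin is unknown. With median-ratio factors in their place, the median log2 fold changes moved by 0.238, -0.118 and -0.266 for YTHDF1, YTHDF2 and YTHDF3.

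The count table held 55573 genes, of which 44478 had a count in any library, and 55394 (99.7%) matched a gene in the name table. The 37 mitochondrially encoded genes were at 0 in every library, so leaving out these genes changes no count. Why they were at 0 is unknown, and the counts cannot show whether mitochondrial RNA was counted at other genes. The total count per library ranged from 6020072 to 38909592. In Input the totals were 13338235, 13833973 and 9092494, in the YTHDF1 RIP 10037804, 20010605 and 38909592, in the YTHDF2 RIP 7019245, 6020072 and 9259893, and in the YTHDF3 RIP 22400602, 21395271 and 22305065. The first 3 principal components of log2 CPM held 43.5%, 18.8% and 14.3% of the variance.

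Genes with a mean normalized count of at least 10 over the libraries were tested, which left 17126. Library sizes and TMM factors were then computed over these genes with edgeR 4.0.16 in R 4.3.3, and 1 quasi-likelihood model with 4 groups was fitted to all 12 libraries. The biological coefficient of variation was 0.323. A gene was called enriched or depleted against input at a fold change of at least 1.25 and a Benjamini-Hochberg adjusted p of at most 0.05, and different between RIPs at a fold change of at least 2. The standard error of a log2 fold change was its size divided by the square root of the F statistic. A test of all 3 RIP groups together gave the genes that differed among them. Normalized CPM are counts divided by the TMM-scaled library size. Log2 CPM used a prior count of 2.

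Overlap was the share of genes enriched in at least 1 RIP that were enriched in all 3, with an exact Clopper-Pearson interval at 95%. Because the comparisons share the input libraries, 20 data sets of unchanged groups were simulated against these inputs. Length relations are Spearman correlations across genes between exonic gene length and the log2 ratio of a library to the mean input. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01. With the mitochondrial list void, adjustment was over 6 tests in place of the 9 planned.

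The tests, thresholds, lists, alternatives and the rule for naming genes were chosen before the data were examined. By that rule, 9 listed genes were reported in every comparison with input. For each RIP, the 3 genes with the highest and the 2 with the lowest log2 fold change past the threshold were named, given a mean of at least 100 normalized counts and every RIP replicate on the same side of every input replicate. For each pair of RIPs, the 2 largest changes in each direction were named under the same conditions, and genes without a symbol were passed over. The design named TMM but not whether it comes before or after the filter. The order after the filter was set when call counts under the other order had already been seen, 4343 enriched and 4541 depleted genes for YTHDF1.

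Alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, library size alone, no filter, a minimum mean of 50, the replicate number as a block, removal of the length trend of each library with a loess curve of span 0.3, both of these together, a test against the fold change threshold, fits of the compared groups alone, and fits without each library in turn. Those added after seeing the data were TMM before the filter, the authors' recovered size factors, TMM over protein-coding genes, the block with the YTHDF3 and input libraries alone and, for the genes named in YTHDF3, the block together with the length trend.

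The study describes a lysate divided between the RIPs, with an input in common, but the labels do not say that equal replicate numbers mark the same lysate. The numbers were taken to pair groups where every same-numbered pair of libraries deviated together from its group means with a correlation over 0.1. This held for Input and YTHDF3, with correlations of 0.528 to 0.829, and for no other pair of groups.

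The fits were tested on simulated counts for 17126 genes with 200 changed genes. The edgeR fit recovered 50% of them with 1 false call, and 18% of those changed by a factor of 2. DESeq2 recovered 66% with 38 false calls. Far more genes were called in the real comparisons, so these shares do not give their power. In a simulated length trend the loess step lowered the correlation with length from 0.830 to 0.0879 and the false calls from 2490 to 0. Motif and exon densities came from GENCODE mouse release 21 transcripts, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Splice junctions and read positions were not analysed here.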

Results

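RNA immunoprecipitation followed by sequencing (RIP-seq) was carried out on primary hippocampal neurons of C57BL/6 mice, an inbred laboratory strain, after 14 days in culture. YTHDF1, YTHDF2 and YTHDF3 are cytoplasmic proteins that bind RNA carrying N6-methyladenosine (m6A), a methylated form of adenosine. Each endogenous protein was pulled down from cell lysate with its own antibody, and the RNA recovered from the beads was sequenced beside total RNA from a fraction of the lysate (input). The 12 libraries formed 4 groups of 3 replicates, namely Input, YTHDF1 RIP, YTHDF2 RIP and YTHDF3 RIP. The question was which RNAs each protein binds, and how far the RNAs bound by the 3 proteins overlap. No immunoprecipitation with a control antibody was analysed here, so enrichment is relative to input alone.

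The libraries differed widely in depth. The total count per library was between 9092494 and 13833973 in Input, 10037804 and 38909592 in the YTHDF1 RIP, 6020072 and 9259893 in the YTHDF2 RIP, and 21395271 and 22400602 in the YTHDF3 RIP (n = 3 each). Across genes, the Spearman correlation of normalized values was between 0.936 and 0.983 for replicates of one group and between 0.798 and 0.907 for a RIP library against an input library. No library was a copy of another, since 0 pairs had identical counts and every replicate pair differed by far more than counting noise, with a chi-square per gene of at least 18.7.

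The RIPs differed in the kinds of RNA they contained. Protein-coding genes took 63.2 ± 1.31% of counts in Input, 92.9 ± 3.20% in the YTHDF1 RIP, 72.2 ± 2.75% in the YTHDF2 RIP and 94.9 ± 0.411% in the YTHDF3 RIP (mean ± SD, n = 3 each). Genes annotated as miRNA took 18.0 ± 0.729% of counts in Input and 20.5 ± 2.73% in the YTHDF2 RIP, against 1.77 ± 1.57% in the YTHDF1 RIP and 0.390 ± 0.0880% in the YTHDF3 RIP. Genes annotated as miscellaneous RNA fell from 10.2 ± 0.805% in Input to 0.442 ± 0.312%, 0.535 ± 0.165% and 0.0684 ± 0.0105% in the YTHDF1, YTHDF2 and YTHDF3 RIPs. These small-RNA families have near-identical copies, and the authors' counting gave a read to each copy it matched, so their shares are uncertain. Much of the miRNA share came from Gm23935 and Gm24270. They took 8.83 to 11.47% and 6.11 to 7.95% of counts in the YTHDF2 replicates, and 3.65 to 4.37% and 2.46 to 2.86% in Input. The class is that of the gene annotation, so its share does not measure mature miRNA.

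Enrichment over input was tested for 17126 genes with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment. In the YTHDF1 RIP 4662 genes were enriched and 4414 depleted. The YTHDF2 RIP had 2693 enriched and 3247 depleted genes, and the YTHDF3 RIP 2817 enriched and 3940 depleted. The fold change threshold removed no gene in these 3 comparisons, as the smallest absolute log2 fold change among genes passing the adjusted p was 0.38. The median log2 fold change of all genes tested was 0.02, 0.02 and 0.05 in the 3 RIPs. Protein-coding genes made up 86.3%, 88.9% and 91.7% of the enriched genes and 70.8%, 70.0% and 66.6% of the depleted genes, against 78.9% of the genes tested. Pseudogenes made up 21.02%, 24.9% and 25.9% of the depleted genes, against 10.9% of the genes tested.

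These counts depended on the scaling between libraries. With library size alone in place of TMM factors, the median log2 fold change of all genes moved by -0.40, 0.07 and 0.33 in the YTHDF1, YTHDF2 and YTHDF3 RIPs. The YTHDF1 RIP then had 3087 enriched and 6219 depleted genes and the YTHDF3 RIP 4822 enriched and 3031 depleted genes, so that enriched genes were 33.2% in place of 51.4% of calls for YTHDF1 and 61.4% in place of 41.7% for YTHDF3. The size factors behind the authors' deposited tables gave shares of 39.0% for YTHDF1 (3519 against 5507) and 61.8% for YTHDF3 (4797 against 2966), and TMM over protein-coding genes gave 40.0% for YTHDF1 (3674 against 5520). With the length trend removed the YTHDF3 share was 27.96% (1486 against 3828), and 27.8% (1427 against 3709) with the block as well. For YTHDF3, whose replicate numbers paired with those of the input, a fit of these 2 groups alone with the replicate as a block gave 6212 enriched and 5507 depleted genes. Without the block, the fit of these 2 groups alone gave 3764 and 4171.

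A list of 9 genes was fixed before the data were examined, namely RNAs that the study followed or used as controls and the mRNAs of the 3 precipitated proteins. Of the 27 tests of these genes, 17 passed the threshold over all genes tested and 17 when adjusted over the list alone. Of the calls, 10 were enriched and 7 depleted. An exact test of 3 against 3 libraries cannot give a p below 0.1, so these calls rest on the spread that edgeR estimated over all genes and libraries.

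Shank1 (ENSMUSG00000038738; GRCm38 chromosome 7, 44310253-44360572), a protein-coding gene, was enriched in every RIP. Its normalized CPM, which are counts scaled to the library size, were 480 ± 93.9 in Input, 1197 ± 297 in the YTHDF1 RIP, 1117 ± 137 in the YTHDF2 RIP and 1506 ± 97.2 in the YTHDF3 RIP (mean ± SD, n = 3 each), with counts of 3918 to 7723 behind the input values. The log2 fold changes were 1.32 ± 0.23 (SE; edgeR adjusted p 0.000685), 1.22 ± 0.23 (0.00236) and 1.65 ± 0.24 (0.000260). With the length trend removed from each library, the change in YTHDF1 was 0.40 and lost significance. Map2 (ENSMUSG00000015222; chromosome 1, 66175273-66442583) was enriched in YTHDF1 by 1.49 ± 0.30 (adjusted p 0.00146) and in YTHDF3 by 0.82 ± 0.29 (0.0433). It did not differ from input in YTHDF2, at -0.10 ± 0.29 (0.813). The YTHDF3 change of Map2 passed the threshold narrowly, and in the fit with the replicate as a block it was 0.81 with an adjusted p of 0.0695. It was also lost without any 1 input or YTHDF3 replicate 1 or 2. In the paired fit of YTHDF3 and input alone it was 0.84 ± 0.12 (6.61e-07), so its call depended on the libraries fitted. With the length trend removed, the change of Map2 was 0.12 in YTHDF1, -0.70 in YTHDF2, where it then passed the threshold as depleted, and -0.15 in YTHDF3.

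Camk2a (ENSMUSG00000024617; chromosome 18, 60925618-60988152) passed the threshold in no RIP in the fit of all libraries. Its log2 fold changes were 0.13 ± 0.51 in YTHDF1, 0.66 ± 0.51 in YTHDF2 and 0.55 ± 0.51 in YTHDF3 (SE; edgeR adjusted p 0.843, 0.336 and 0.419). The spread between replicates was large, with 713 ± 304 CPM in Input (SD, n = 3), but in YTHDF3 each replicate lay above the input of its number, at 1480 against 947, 1096 against 821 and 556 against 370 CPM. In the fit of these 2 groups alone with the replicate as a block, the YTHDF3 change was 0.61 ± 0.10 (edgeR adjusted p 1.38e-05) and passed the threshold. The YTHDF1 and YTHDF3 values changed sign when the length trend was removed, the latter also with a block (-0.06). Actb (ENSMUSG00000029580; chromosome 5, 142903115-142906754) was depleted in YTHDF2 by -1.48 ± 0.38 (adjusted p 0.0119) and in YTHDF3 by -1.95 ± 0.39 (0.00216). In YTHDF1 its change of 0.32 ± 0.38 (0.498) was within the replicate spread and became -0.43 without replicate 2 of that RIP. Eif5a (ENSMUSG00000078812; chromosome 11, 69916714-69921958) was depleted in each RIP, by -1.75 ± 0.25, -1.24 ± 0.25 and -2.65 ± 0.26 (adjusted p 0.000163, 0.00283 and 4.01e-05). Igfbp2 (ENSMUSG00000039323; chromosome 1, 72824503-72852474) was depleted in YTHDF1 by -1.90 ± 0.52 (0.00987), although 1 of the replicates lay within the range of the inputs, and in YTHDF3 by -2.01 ± 0.52 (0.01004), while its change of -0.83 ± 0.51 in YTHDF2 was not significant (0.228).

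The mRNAs of the precipitated proteins themselves were also followed. Ythdf1 (ENSMUSG00000038848; chromosome 2, 180904377-180920949) was enriched in the YTHDF1 RIP by 0.64 ± 0.21 (SE; edgeR adjusted p 0.0223), but 0.24 under library size alone, where it no longer passed, and it was lost without Input replicate 1 or 3 or YTHDF1 replicate 3. In the YTHDF2 and YTHDF3 RIPs its changes of 0.36 ± 0.21 (0.206) and 0.37 ± 0.21 (0.180) were not significant, but in the paired fit of YTHDF3 and input alone it was 0.43 ± 0.09 (0.000283). Ythdf2 (ENSMUSG00000040025; chromosome 4, 132184912-132212303) was enriched in the YTHDF1 RIP by 1.29 ± 0.15 (5.40e-05) and did not differ from input in the YTHDF2 RIP, at 0.09 ± 0.15 (0.662), or in the YTHDF3 RIP, at 0.15 ± 0.15 (0.469). Ythdf3 (ENSMUSG00000047213; chromosome 3, 16183212-16217037) was enriched in the YTHDF1 RIP by 2.24 ± 0.23 (1.88e-05). Its enrichment in the YTHDF2 RIP, 0.61 ± 0.22 (0.0483), and in the YTHDF3 RIP, 0.60 ± 0.22 (0.0463), was at the edge of the threshold, and each was lost without any 1 of the 6 libraries compared. With the replicate as a block the YTHDF3 value was 0.59 with an adjusted p of 0.0672, and in the paired fit of these 2 groups alone 0.65 ± 0.10 (5.67e-06).

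**Figure D1:**
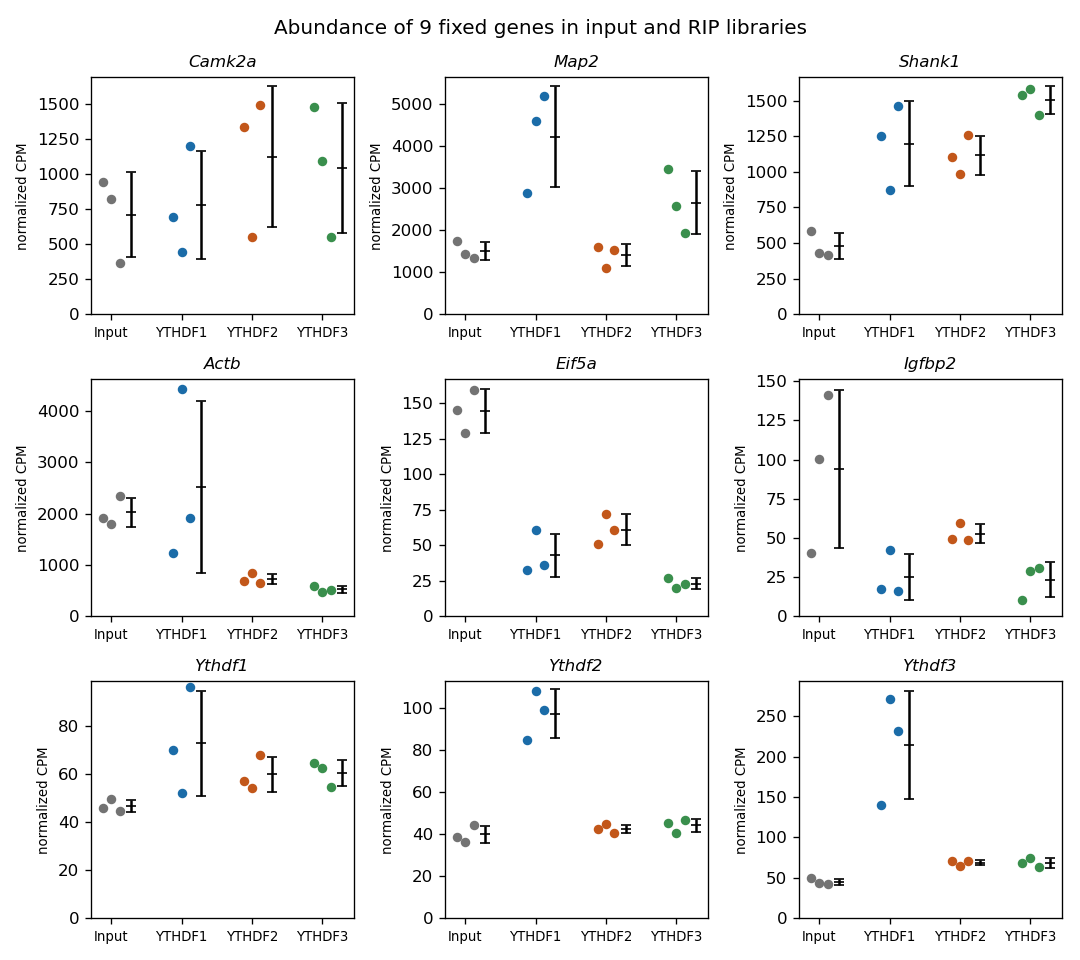
Normalized CPM (y axis, from 0) of the 9 genes of the fixed list in Input and the 3 RIPs (x axis). Points are the 3 replicates of a group in numerical order and bars are the mean ± SD; Shank1 lies above Input in every RIP replicate, Eif5a lies below it in every RIP replicate, and Camk2a overlaps.

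The authors' deposited table of DESeq2 results listed the same direction as the values above for Shank1, with log2 fold changes of 1.06, 1.32 and 1.98 for YTHDF1, YTHDF2 and YTHDF3. In the authors' deposited table Map2 was at 1.24, 0.00 and 1.13, Actb at 0.04, -1.39 and -1.65, and Camk2a at -0.08, 0.78 and 0.89. Calls of Ythdf1 differed from those above. In the authors' deposited table Ythdf1 was at 0.38 in YTHDF1 (adjusted p 0.254) and 0.69 in YTHDF3 (0.0203). For Map2 in YTHDF3 the call was the same in the authors' deposited table, with an adjusted p of 0.000696. Over 16716 genes, the authors' deposited table for YTHDF1 held 3421 enriched and 5350 depleted genes at the same thresholds, that for YTHDF2 3236 and 2864, and that for YTHDF3 4969 and 2932.

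Among genes with at least 100 normalized counts on average and no overlap between replicates of the compared groups, the highest changes in YTHDF1 were those of Gm37464 (ENSMUSG00000102420; chromosome 3, 75022396-75024615, a gene of unknown type) at 7.41 ± 0.90, Gm21738 (ENSMUSG00000095280; chromosome 14, 19415857-19418930) at 6.59 ± 1.55 and Gm10800 (ENSMUSG00000075014; chromosome 2, 98666547-98667301) at 6.26 ± 1.45 (log2 ± SE; edgeR adjusted p 6.28e-05, 0.00397 and 0.00368). Gm21738 at 6.497 ± 1.54, Gm10800 at 6.49 ± 1.46 and Gm10801 (ENSMUSG00000075015; chromosome 2, 98662237-98664083) at 5.78 ± 1.52 were also the highest in YTHDF2 (0.00748, 0.00573 and 0.0128). A single library in each RIP carried much of these last changes. Gm10800 was at 520 CPM in YTHDF1 replicate 1 against 52.6 and 46.5 in the others, and at 634 in YTHDF2 replicate 3 against 59.7 and 32.4. Without those libraries its log2 fold changes were 4.20 and 4.10, and that of Gm10801 in YTHDF2 was 3.74 and no longer significant (edgeR adjusted p 0.0598). Gm10801 was also not significant without Input replicate 2, at 5.25 (0.0508). These 3 predicted genes are annotated as protein-coding, and the authors' counting gave a read with several alignments to each, so which copy was the source is uncertain. Genomic DNA in these libraries is not excluded as a source either. Gm37464 was at 64.7 CPM in YTHDF1 replicate 2 against 11.4 and 11.9 in the others, over input counts of 1 to 4. Its log2 fold change ranged from 6.02 to 8.24 over the fits that each left out a library.

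The highest changes in YTHDF3 were those of the protein-coding genes Tnxb (ENSMUSG00000033327; chromosome 17, 34670535-34719815) at 2.11 ± 0.48, Celsr1 (ENSMUSG00000016028; chromosome 15, 85898929-86033777) at 2.01 ± 0.46 and Trim67 (ENSMUSG00000036913; chromosome 8, 124793092-124834713) at 1.91 ± 0.59 (log2 ± SE; edgeR adjusted p 0.00438, 0.00472 and 0.0225). All 3 lost significance once the length trend was removed, with adjusted p of 0.0600, 0.0674 and 0.154. With the block fitted as well, Tnxb and Celsr1 passed (0.0310 and 0.0270) and Trim67 did not (0.157). Trim67 lost significance also without YTHDF3 replicate 3, at 1.24, or without Input replicate 1 or 2.

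The lowest changes belonged to small or repeated RNAs. They were those of Gm10925 (ENSMUSG00000100862; chromosome 1, 24613974-24614651, an unprocessed pseudogene) at -4.90 ± 0.87 and Gm47299 (ENSMUSG00000105145; chromosome 12, 69361179-69361258, annotated as miRNA) at -4.72 ± 0.66 in YTHDF1 (edgeR adjusted p 0.000694 and 0.000153). In YTHDF2 they were those of Rny1 (ENSMUSG00000065701; chromosome 6, 47788069-47788180), a small cytoplasmic RNA, at -6.78 ± 0.89 and Bc1 (ENSMUSG00000115783; chromosome 7, 144914470-144914637), a neuronal non-coding RNA, at -6.34 ± 0.71 (0.000412 and 0.000249). In YTHDF3 Gm47299 and Gm47295 (ENSMUSG00000105788; chromosome 12, 69159518-69159596, annotated as miRNA) both changed by -9.15 ± 0.81 (3.23e-05). Gm47299 and Gm47295 had nearly equal counts in every library, 289 to 497 and 288 to 496 in the YTHDF3 RIP, and reads matching several genes were counted for each, so they do not stand for separate measurements. Their miRNA label comes from the annotation, and these counts do not show a depletion of mature miRNA. Gm10925 varied from 12.1 to 213 CPM between YTHDF1 replicates. Its change there ranged from -6.69 to -4.37 over the fits that each left out a library.

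Overlap between the proteins was counted next. At least 1 RIP enriched 5805 genes, and 1448 of these (24.9%; exact 95% confidence interval across genes 23.8 to 26.1) were enriched in all 3 RIPs. Exactly 1 RIP enriched 2886 genes, of which 2052 were in YTHDF1 only, 554 in YTHDF2 only and 280 in YTHDF3 only. Of the enriched genes of YTHDF1, 56.0% were also enriched in another RIP, against 79.4% for YTHDF2 and 90.1% for YTHDF3. Depletion in all 3 RIPs was found for 2362 genes. These shares ignore the pairing of YTHDF3 with input. With the YTHDF3 list alone taken from the paired fit, 1731 of 7520 genes (23.02%) were common to all 3, 1995 were enriched in YTHDF3 only, 939 in YTHDF1 only and 270 in YTHDF2 only, and 67.9% of the YTHDF3 genes were shared. The share common to all 3 RIPs was lowest with the length trend and the replicate block fitted together, at 14.0%. The exclusive counts also depended on the scaling. Library size alone gave 710 genes in YTHDF1 only, 436 in YTHDF2 only and 1546 in YTHDF3 only, with 67.9% of YTHDF3 genes shared. The authors' size factors gave 873, 474 and 1347, with 71.9% shared. YTHDF1 stayed highest with TMM over protein-coding genes (1590, 496 and 420) and TMM before the filter (1733, 337 and 601). A gene past the threshold in 1 RIP and not in another need not differ between them. For these genes the direct tests against both other RIPs asked for an adjusted p of at most 0.05 in the same direction, without a fold change threshold. They were passed by 1135 of the 2886 exclusive genes (39.3%; 37.5 to 41.1), namely 942 of the YTHDF1 genes, 155 of the YTHDF2 genes and 38 of the YTHDF3 genes. Without YTHDF3 replicate 2 this share was 25.4%.

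The log2 fold changes over input correlated between proteins. Across the 17126 genes, which are not independent replicates, the Spearman rho was 0.659 between YTHDF1 and YTHDF2, 0.763 between YTHDF1 and YTHDF3 and 0.795 between YTHDF2 and YTHDF3. Since the 3 comparisons share the input libraries, they correlate with no binding at all. In 20 simulated data sets of unchanged groups against the same inputs, rho averaged 0.460, 0.484 and 0.468 and never exceeded 0.469, 0.498 and 0.481. The same sign was seen for 75.4%, 80.6% and 81.3% of genes, against 66.4%, 67.2% and 66.8% in the simulated sets. When as many top genes as were enriched were taken from each simulated comparison, 13.3% of them were common to all 3, against the 24.9% observed. With separate input libraries for each protein, the correlations were 0.548, 0.640 and 0.621.

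Direct comparisons between RIPs used a fold change threshold of 2. Under TMM scaling 1949 genes were higher in YTHDF1 and 1045 in YTHDF2, 1858 were higher in YTHDF1 and 621 in YTHDF3, and 676 were higher in YTHDF2 and 198 in YTHDF3. A difference among the 3 RIPs of any size was found for 5540 genes (32.3%) by the edgeR test of all 3 groups, and this number was 7946 with library size alone.

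The balance between higher and lower genes turned over under some scalings and held under others, so these files do not settle which protein had more preferred RNAs. Genes higher in YTHDF1 were 74.9% of the calls between YTHDF1 and YTHDF3 under TMM, 18.2% under library size alone (767 against 3440) and 26.7% under the size factors behind the authors' deposited tables (896 against 2461). Between YTHDF1 and YTHDF2 the share higher in YTHDF1 was 65.1% under TMM, 27.6% under library size (1068 against 2796) and 35.4% under the authors' factors (1229 against 2242). Between YTHDF2 and YTHDF3 the share higher in YTHDF2 was 77.3%, 40.2% (482 against 718) and 45.6% (447 against 534), and 47.3% (462 against 515) with TMM computed before low genes were removed. That order gave 59.9% (1392 against 931) between YTHDF1 and YTHDF3 and 67.9% between YTHDF1 and YTHDF2. TMM over protein-coding genes gave 53.4% (1597 against 1393) between YTHDF1 and YTHDF2 and 58.4% (1366 against 972) between YTHDF1 and YTHDF3. It gave 68.6% between YTHDF2 and YTHDF3. In the order YTHDF1 and YTHDF2, YTHDF1 and YTHDF3, YTHDF2 and YTHDF3, DESeq2 gave 61.7%, 69.7% and 73.5%. Its size factors in edgeR gave 62.6%, 69.4% and 71.6%. Between YTHDF2 and YTHDF3, the share was 57.6% (1043 against 769) with no filter, and a test against the threshold itself left 32 genes higher in YTHDF2 and 0 in YTHDF3 (751 and 97 at an unadjusted p under 0.05 with the same fold change).

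**Figure D2:**
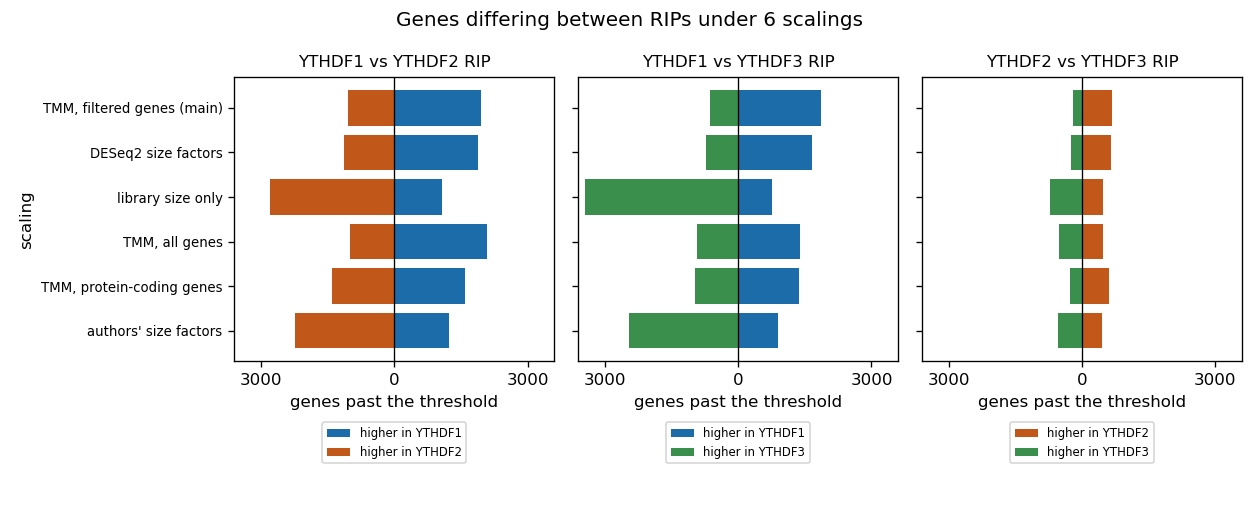
Number of genes past the threshold (x axis, counted outward from 0 in both directions) in each comparison of 2 RIPs under 6 scalings (y axis). Bars to the right count genes higher in the first protein named and bars to the left those higher in the second; between YTHDF1 and YTHDF3 the counts are 1858 and 621 under TMM and 767 and 3440 under library size alone.

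The largest differences between YTHDF1 and YTHDF2 were those of Gm47033 (ENSMUSG00000111990; chromosome 10, 102415883-102418014, long non-coding RNA) at 6.84 ± 0.94 and Kantr (ENSMUSG00000087403; chromosome X, 152294828-152327495, annotated as protein-coding) at 6.55 ± 0.53, and in the other direction those of Gm21781 (ENSMUSG00000095123; chromosome 10, 4391587-4396424, long non-coding RNA) at -5.53 ± 0.49 and Gm24245 (ENSMUSG00000087943; chromosome 4, 139338304-139338360, annotated as miRNA) at -4.86 ± 0.68 (log2 ± SE; edgeR adjusted p 0.000340, 2.28e-05, 2.82e-05 and 0.000386). Kantr was at 675, 1600 and 651 CPM in the YTHDF1 replicates and at 10.3 ± 3.32 in the YTHDF2 RIP and 19.2 ± 8.85 in Input (SD, n = 3). Gm47033 varied from 12.4 to 201 CPM between YTHDF1 replicates. Between YTHDF1 and YTHDF3, Gm10801 at 6.81 ± 1.54 and Gm10800 at 6.54 ± 1.45 were higher in YTHDF1 (edgeR adjusted p 0.00917 and 0.00812), again through replicate 1, without which they were 4.32 and 4.48. C78859 (ENSMUSG00000110710; chromosome 8, 94322158-94328100, long non-coding RNA) at -3.17 ± 0.44 and Gm43843 (ENSMUSG00000106944; chromosome 6, 18429659-18431245, a gene of unknown type) at -3.09 ± 0.43 were higher in YTHDF3 (0.000593 and 0.000601).

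Between YTHDF2 and YTHDF3, Mir6240 (ENSMUSG00000098343; chromosome 5, 114851948-114852064, annotated as miRNA) at 7.73 ± 0.75 and n-R5s193 (ENSMUSG00000064798; chromosome 4, 149817732-149817840, annotated as rRNA) at 7.16 ± 1.24 were higher in YTHDF2 (edgeR adjusted p 0.00142 and 0.00908). Both belong to families of repeated RNAs that share reads. The protein-coding genes Samd12 (ENSMUSG00000058656; chromosome 15, 53453810-53902537) at -2.14 ± 0.49 and Lypd6 (ENSMUSG00000050447; chromosome 2, 50066429-50193569) at -2.09 ± 0.51 were higher in YTHDF3 (0.0250 and 0.0316). Lypd6 lost significance without any 1 of the 6 libraries, and Samd12 without 4 of them. For n-R5s193 this happened without YTHDF3 replicate 2, at 6.86 (0.0594).

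Enrichment rose with gene length. The Spearman rho across genes between exonic length and the log2 ratio to input was 0.443 ± 0.0470 in the YTHDF1 RIP, 0.361 ± 0.0392 in the YTHDF2 RIP and 0.490 ± 0.0242 in the YTHDF3 RIP (mean ± SD, n = 3). An input replicate set against the other inputs gave between -0.148 and 0.126, so every RIP library lay above every input library. The median length was 5995 bases for genes enriched in YTHDF1 and 2257.5 for genes depleted from it, 5886 and 2159 for YTHDF2, and 6826 and 1750 for YTHDF3. Without a filter on low counts the correlations were 0.176, 0.126 and 0.262.

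**Figure D3:**
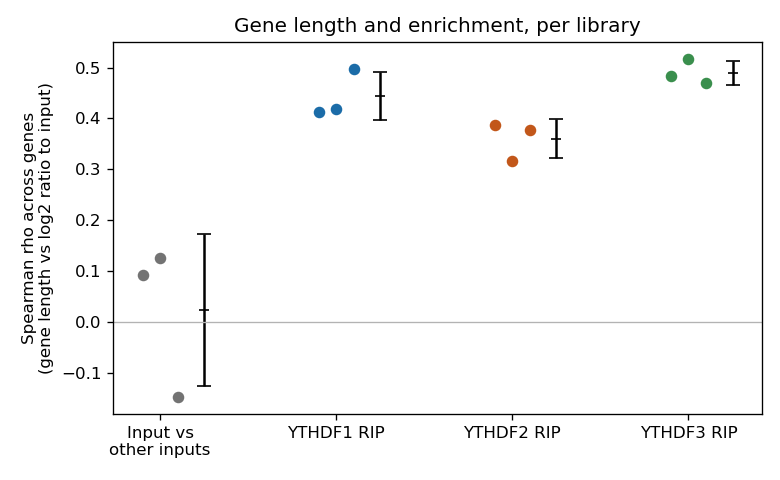
Spearman rho across genes between gene length and the log2 ratio to input (y axis) for each library, grouped by RIP, with each input replicate set against the other inputs for reference (x axis). Points are replicates in numerical order and bars are the mean ± SD; the RIP libraries lie between 0.316 and 0.516 and the inputs between -0.148 and 0.126.

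Gene lists fixed before the data were examined were tested with camera. All 86 ribosomal protein genes tested were lower than input in every RIP. Their median log2 fold change was -2.47 in YTHDF1, -2.01 in YTHDF2 and -3.41 in YTHDF3, with 86, 70 and 86 depleted genes (camera adjusted p 1.19e-22, 3.89e-22 and 1.17e-30). These calls held under fry (0.000751, 0.00300 and 0.000454) but not with an inter-gene correlation estimated from the data (0.247 in each), and ribosomal protein genes have many processed pseudogenes that share their reads. The 9 nuclear long non-coding RNAs were above input as a list in YTHDF2 only, with a median of 1.64 and 9 of 9 genes higher (camera adjusted p 0.00202; 0.00735 under fry; 0.247 with the estimated correlation). In YTHDF1 their median was -0.26, while the camera direction was up, over changes from -2.91 for Malat1 to 6.00 for Snhg11 (adjusted p 0.901), and in YTHDF3 it was 0.77 (0.157). Whether the list differed between RIPs was not tested. The 37 genes encoded by the mitochondrial genome were listed at 0 in every library, so the list planned for them could not be tested.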

Values the study reported

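The study called an RNA enriched when its fold change in the immunoprecipitate over input was 1.25 or more with an adjusted P-value of 0.05 or less. Among all the bound transcripts, it gave the share common to the 3 YTHDF proteins as nearly 40%. In pairwise comparisons it required at least 2 times the enrichment seen for the other protein.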

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

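The comparison of the groups with other splits of the libraries was chosen only after the results were seen. So were TMM before the filter, the authors' size factors, TMM over protein-coding genes, the block with 2 groups alone and, for the genes named in YTHDF3, block and length trend together. TMM after the filter, used for the values above, was itself settled when counts under the other order were known. Outside the fits that each left out a library, 191 recomputed values of counts, shares, correlations and lists kept their side or stayed near, 56 moved, 4 became weaker and 2 reversed.

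Scaling moved many counts. Library size alone changed the YTHDF1 enriched genes to 3087, all among the 4662 called with TMM, and the YTHDF3 enriched genes from 2817 to 4822. Between YTHDF1 and YTHDF2 it gave 1068 and 2796 genes in place of 1949 and 1045, between YTHDF1 and YTHDF3 767 and 3440 in place of 1858 and 621, and 718 in place of 198 genes higher in YTHDF3 than in YTHDF2. The share common to all 3 RIPs was 23.6% and that of exclusive genes passing direct tests at any fold change (the direct share) 33.0%. The authors' factors gave 4797 enriched genes for YTHDF3, 1229 and 2242 genes between YTHDF1 and YTHDF2, 896 and 2461 between YTHDF1 and YTHDF3, 447 and 534 between YTHDF2 and YTHDF3, and a direct share of 29.9%. TMM before the filter gave 515 genes higher in YTHDF3 than in YTHDF2 and shares of 21.1% and 33.4%. TMM over protein-coding genes gave 972 genes higher in YTHDF3 than in YTHDF1 and a common share of 22.5%. A shift of all genes of a comparison by a constant follows from a change of factors by construction.

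The median log2 fold change moved by over 0.1 in these settings. Under library size it moved by -0.40 for YTHDF1 and 0.33 for YTHDF3 against input, and by -0.48, -0.73 and -0.26 between YTHDF1 and YTHDF2, YTHDF1 and YTHDF3, and YTHDF2 and YTHDF3. The authors' factors moved the same comparisons by -0.27, 0.32, -0.36, -0.59 and -0.22. TMM before the filter moved it by -0.10 for YTHDF2, 0.13 for YTHDF3, -0.18 between YTHDF1 and YTHDF3 and -0.23 between YTHDF2 and YTHDF3, and coding genes by -0.25 for YTHDF1, -0.11 for YTHDF2, -0.14 between YTHDF1 and YTHDF2 and -0.21 between YTHDF1 and YTHDF3. Removal of the length trend moved it by -0.11 for YTHDF1 and -0.20 for YTHDF3, or -0.10 and -0.20 with the block as well, no filter by 0.33 for YTHDF1 and 0.17 between YTHDF1 and YTHDF3, and the stricter filter by -0.12 between YTHDF1 and YTHDF3.

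With the length trend removed, YTHDF3 had 1486 enriched genes, of which 860 were among the 2817 called with the trend left in. The common share was 14.9% and the direct share 43.5%. Nuclear long non-coding RNAs in YTHDF1 changed their camera direction from up to down, the side of their median, without passing the threshold (camera adjusted p 0.114). The cause was not tested. DESeq2 gave 349 genes higher in YTHDF3 than in YTHDF2 and shares of 27.0% and 43.3%. A test against the threshold itself left 789 and 277 genes between YTHDF1 and YTHDF2, 603 and 117 between YTHDF1 and YTHDF3, and 32 and 0 between YTHDF2 and YTHDF3 (751 and 97 at an unadjusted p under 0.05 with the same fold change), since it asks for more than the threshold by construction. Fits of the 2 compared groups alone gave 893 genes higher in YTHDF1 than in YTHDF3 and 430 higher in YTHDF3 than in YTHDF2. The cause was not tested.

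Without a filter, 1174 genes were higher in YTHDF3 than in YTHDF1, and 1043 and 769 differed between YTHDF2 and YTHDF3. The shares were 17.6% and 32.9%, and the correlations with length 0.176, 0.126 and 0.262 over the larger set of genes. At a mean of at least 50 the common share was 28.5% and the YTHDF3 correlation with length 0.539. Separate inputs for each protein, with 1 library each, lowered the correlations between proteins to 0.548, 0.640 and 0.621. The inter-gene correlation estimated from the data was 0.876 for ribosomal protein genes and 0.435 for nuclear long non-coding RNAs, far above the assumed 0.01. With it, camera gave an adjusted p of 0.247 for ribosomal protein genes in each RIP and for nuclear long non-coding RNAs in YTHDF2. A higher correlation widens the null, so the camera p-values at 0.01 rest on that assumption.

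The replicate number as a block was fitted to all libraries, although the numbers paired only Input and YTHDF3. Same-numbered libraries correlated by -0.166 on average between Input and YTHDF1 (-0.322 to 0.0907), -0.153 between Input and YTHDF2 (-0.323 to 0.178), 0.317 between YTHDF1 and YTHDF2 (0.0590 to 0.544), -0.193 between YTHDF1 and YTHDF3 and -0.166 between YTHDF2 and YTHDF3. The block gave 4561 enriched and 4376 depleted genes for YTHDF1, 2643 and 3120 for YTHDF2 and 2782 and 3841 for YTHDF3. Between RIPs it gave 1853 and 1057, 1613 and 616, and 507 and 159 genes, 4912 genes differed among all 3, and the direct share was 35.5%. With the YTHDF3 and input libraries alone, 3764 genes were enriched in YTHDF3 without the block and 6212 with it. In the fit with the block, Camk2a (0.61, adjusted p 1.38e-05; 1.38e-05 to 0.958 over its alternatives) and Ythdf1 (0.43, 0.000283; 0.000283 to 0.324) in YTHDF3 passed the threshold. With this YTHDF3 list beside the other lists as they were, the common share was 23.02% and the direct share 24.8%, but as only 1 of the lists came from a paired fit, the lists are not like for like. With block and length trend together, YTHDF3 had 1427 enriched genes, 107 genes were higher in YTHDF3 than in YTHDF2 and the common share was 14.0%. Nuclear long non-coding RNAs in YTHDF1 changed their camera direction from up to down at an adjusted p of 0.986. Of named genes in the fit of all libraries, Map2 and Ythdf3 in YTHDF3 (0.0695 and 0.0672), Ythdf3 in YTHDF2 (0.0674), and Samd12 and Lypd6 (0.0524 and 0.0561) were past the threshold only without the block. It changed no other call.

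Fits that each left out a library lowered most counts, since they had fewer libraries by construction. Enriched and depleted genes ranged from 3683 to 4557 and 3734 to 5141 in YTHDF1, 1909 to 2159 and 2418 to 2845 in YTHDF2, and 1970 to 2416 and 2987 to 3620 in YTHDF3. Between YTHDF1 and YTHDF2 they gave 1616 to 2097 and 786 to 1966 genes, the last without YTHDF1 replicate 2. Between YTHDF1 and YTHDF3 they gave 1188 (without YTHDF3 replicate 2) to 2027 and 484 to 1015 (without YTHDF1 replicate 2). Between YTHDF2 and YTHDF3 every omission moved the genes higher in YTHDF2, with 110 to 361 and 69 to 150 genes, both lowest without YTHDF3 replicate 2. Genes differing among the 3 RIPs ranged from 3891 to 6681, the common share from 20.3% to 29.2% and the direct share from 25.4% (without YTHDF3 replicate 2) to 44.7% (without YTHDF1 replicate 1). The correlations between proteins were 0.620 to 0.677, 0.743 to 0.780 and 0.743 to 0.808, and those with length 0.416 to 0.458, 0.335 to 0.383 and 0.476 to 0.500. Camera adjusted p stayed between 1.37e-27 and 2.42e-20, 3.24e-23 and 3.27e-19, and 1.21e-31 and 8.27e-29 for ribosomal protein genes. For nuclear long non-coding RNAs it was 0.568 to 0.967 in YTHDF1, with the camera direction down without YTHDF1 replicate 1 (0.672), 0.000577 to 0.00613 in YTHDF2 and 0.0837 to 0.283 in YTHDF3.

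For the named genes, 71 of 618 recomputed values in 20 of 54 comparisons changed, 51 weaker, 5 stronger and 15 reversed. DESeq2 gave no adjusted p for 4 further comparisons, of Gm21738 in YTHDF1 and YTHDF2 and of Gm10801 in YTHDF2 and between YTHDF1 and YTHDF3. No reversed value was significant. Camk2a in YTHDF1 ranged from -0.32 to 0.39 over the fits that each left out a library. It was -0.26 under library size, -0.50 without the length trend, -0.28 without Input replicate 3 and -0.32 without YTHDF1 replicate 3 (adjusted p 0.404 to 0.885 over its alternatives). Without the length trend Camk2a was -0.0413 and Map2 -0.15 in YTHDF3, and Ythdf2 was -0.12 in YTHDF2 and -0.16 in YTHDF3. With block and length trend together, Camk2a, Map2 and Ythdf2 in YTHDF3 were -0.0638, -0.16 and -0.15. Map2 in YTHDF2 was 0.02 without Input replicate 1 and 0.0453 without YTHDF2 replicate 2. Actb in YTHDF1 was -0.14 under library size and ranged from -0.43 (without YTHDF1 replicate 2) to 0.65 over such fits. The other stronger values were Map2 in YTHDF2 without the length trend (-0.70, adjusted p 0.0472; 0.0472 to 0.976 over its alternatives), and Ythdf1 (0.69, 0.0150) and Ythdf2 (0.47, 0.0310; 0.0310 to 0.741) in YTHDF3 under library size. The changes under library size followed from the shift of all genes, by -0.40 in YTHDF1 and 0.33 in YTHDF3. For the others the cause was not tested.

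Each real grouping of 3 against 3 libraries gave more calls than the 9 other splits, which gave 0 each. At an unadjusted p under 0.05, with the fold change threshold kept, these gave at most 2184, 730 and 1610 genes for YTHDF1, YTHDF2 and YTHDF3 against input, where the real groups gave 10015, 7715 and 8172. Between RIPs they gave at most 1457, 1061 and 451, against 3471, 3111 and 1804. With 10 splits, a result as large came from 1 of 10, the least possible share. Among 100 splits drawn of the 280 possible of the 3 RIPs, 1 of 100, the real one, gave as many differing genes (5540, against at most 2796). For ribosomal protein genes 2 of 10, 1 of 10 and 1 of 10 splits were as large in YTHDF1, YTHDF2 and YTHDF3, and for nuclear long non-coding RNAs 10 of 10, 3 of 10 and 6 of 10. For YTHDF3, 1 of 4 splits that part the pairs was as large. The effect of depth was not tested. In simulated counts with 3 replicates the fit recovered 18% of changes of 2 times, so genes not called need not be unchanged.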

Other observations

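Of the tests in this part, that of low counts behind the length relation and that of exchanged replicate numbers were chosen only after the result was seen. The share here was 24.9%. That is lower than the value quoted from the study above. It ignores the pairing of YTHDF3 with input, and was 23.02% with the YTHDF3 list from the paired fit. At these thresholds the share in the authors' deposited table was 26.0%, or 1649 of 6343 genes. It was computed from that table and not from the lists of bound RNAs behind the study's value. By the sizes the study gives, its list was longer for YTHDF1 than the deposited table yields, and shorter for YTHDF2 and YTHDF3. The 26.0% is therefore not a recount of the study's value.

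Longer genes were more enriched in every RIP, and 3 technical explanations were set against this. If low counts of short genes were the cause, the relation would vanish among well-counted genes, yet with a mean of at least 50 the lowest of the 3 mean rho values was 0.397. If reads shared with pseudogenes and small RNAs were the cause, it was predicted to vanish among protein-coding genes, where the lowest of 9 libraries still gave 0.284. The relation thus did not rest on the presence of pseudogenes and small RNAs among the genes. Protein-coding genes also share reads with pseudogenes, so this test cannot decide on shared reads. With GC content held constant the lowest of 9 libraries gave 0.336. These values argue against low counts and against GC content as the whole cause, and leave shared reads open. A preference of the proteins for long RNAs and a loss of short fragments during immunoprecipitation or library preparation stay open, as no control immunoprecipitation was used here.

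As m6A sites often lie within the motif GGACT, transcripts dense in it could be more enriched. Among 13418 of the 13508 protein-coding genes tested (99.3%), with length and GC content held constant, the mean partial rho over replicates was 0.0294 in YTHDF1, 0.0616 in YTHDF2 and 0.0512 in YTHDF3. The wider motif DRACH gave 0.0556, 0.0829 and 0.0936, and a control motif -0.0680, -0.0913 and -0.0360. The direction is the one that binding to methylated RNA predicts, but the relations are small. Motif density does not measure methylation, and mapped m6A sites were not analysed here. The study did compare its RIPs with such maps, and reported that enrichment rose with the number of mapped m6A peaks. The control was built to match DRACH, not GGACT, so a part of the difference may come from base composition. These were among 21 relations of 7 measures with enrichment.

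Exon junctions keep m6A away from nearby sequence, so transcripts with many exons per length were predicted to be less enriched. The partial rho for exon density was 0.111 in YTHDF2 and 0.0401 in YTHDF3, the opposite of the prediction. In YTHDF1 the mean was -0.0492, but its replicates ranged from -0.109 to 0.0537, so no direction can be given.

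YTHDF1 replicate 1 and YTHDF2 replicate 3 had counts in 35147 and 31334 genes, more than libraries of greater depth. Genomic DNA would put reads in genes that neurons do not express. Counts in 1972 olfactory and vomeronasal receptor genes, as a share of the total count, were at 194 CPM in YTHDF1 replicate 1 against 84.0 and 49.6 in replicates 2 and 3, and 102 CPM in YTHDF2 replicate 3 against 42.0 and 42.4. In Input they were 29.8, 27.1 and 19.6, and in YTHDF3 28.6, 29.6 and 24.3. In these libraries 816 and 540 of the receptor genes had a count. Genomic DNA may therefore be present in both, which are also the libraries that carried the changes of Gm10800. The other YTHDF1 and YTHDF2 libraries also lay above every input library in this share, and no YTHDF3 library did. The study describes DNase treatment of the input RNA and states none for the RIP RNA. DNA is therefore not excluded as a source of the Gm10800 changes. Without YTHDF2 replicate 3 the calls of Gm10801 and Ythdf3 in YTHDF2 and of Lypd6 between YTHDF2 and YTHDF3 were lost, and without YTHDF1 replicate 1 no call of a named gene was. Those of Ythdf3 and Lypd6 were also lost without any other library of their comparisons, and that of Gm10801 without Input replicate 2. These losses are therefore not specific to YTHDF2 replicate 3. No biological explanation was tested.

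The balance of genes between RIPs moved with the scaling. Non-coding RNAs taking part in the scaling are a possible source. When TMM was computed over protein-coding genes alone, the median log2 fold change of these genes between YTHDF1 and YTHDF3 moved by -0.206. It moved by -0.140 between YTHDF1 and YTHDF2, by -0.0663 between YTHDF2 and YTHDF3, and by -0.247, -0.108 and -0.0420 in YTHDF1, YTHDF2 and YTHDF3 against input. That fits a contribution of the non-coding genes where YTHDF1 is compared. The shifts do not follow the shares of counts in small RNAs, which differed far more between YTHDF2 and YTHDF3 than between YTHDF1 and YTHDF3. Nor do they account for the difference to library size alone, where the median of all genes moved by -0.73 between YTHDF1 and YTHDF3. No spike-in was used here, so which scaling comes closest to the amounts bound stays open.

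Same-numbered libraries deviated together for Input and YTHDF3 and not for Input and the other RIPs. The study describes a lysate divided between the RIPs with a common input. The levels of the astrocyte mRNA Gfap, seen before this test, were 102, 366 and 1265 CPM in the inputs, 66.6, 213 and 677 in YTHDF3, 71.4, 581 and 264 in YTHDF1 and 182, 750 and 456 in YTHDF2. An exchange of numbers 2 and 3 in YTHDF1 and YTHDF2 was therefore tested. Their mean correlation with Input was 0.230 and 0.3003 with the numbers exchanged, against -0.166 and -0.153 as numbered. Among the 6 possible orders the exchange ranked 2 of 6 in each case, as another order gave 0.287 and 0.320, so the prediction of rank 1 was not met. The difference to rank 1 has no spread to judge it by, and the lowest pair under the exchange was at 0.0907 for YTHDF1 and 0.162 for YTHDF2. Against the YTHDF3 libraries, a comparison added later, the exchange ranked 1 of 6 for both, with means of 0.2995 and 0.314 and lowest pairs of 0.107 and 0.170, where the other order gave 0.186 and 0.295. These values go with an exchange but are not independent of those against Input, as Input and YTHDF3 deviated together. An exchange and a deviation unrelated to the lysate cannot be told apart here.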
